# Adrenal Abcg1 Controls Cholesterol Flux and Steroidogenesis

**DOI:** 10.1210/endocr/bqae014

**Published:** 2024-02-01

**Authors:** Jani Liimatta, Evelyn Curschellas, Emre Murat Altinkilic, Rawda Naamneh Elzenaty, Philipp Augsburger, Therina du Toit, Clarissa D Voegel, David T Breault, Christa E Flück, Emanuele Pignatti

**Keywords:** Abcg1, cholesterol, glucocorticoids, steroids, adrenal cortex

## Abstract

Cholesterol is the precursor of all steroids, but how cholesterol flux is controlled in steroidogenic tissues is poorly understood. The cholesterol exporter ABCG1 is an essential component of the reverse cholesterol pathway and its global inactivation results in neutral lipid redistribution to tissue macrophages. The function of ABCG1 in steroidogenic tissues, however, has not been explored. To model this, we inactivated Abcg1 in the mouse adrenal cortex, which led to an adrenal-specific increase in transcripts involved in cholesterol uptake and de novo synthesis. Abcg1 inactivation did not affect adrenal cholesterol content, zonation, or serum lipid profile. Instead, we observed a moderate increase in corticosterone production that was not recapitulated by the inactivation of the functionally similar cholesterol exporter Abca1. Altogether, our data imply that Abcg1 controls cholesterol uptake and biosynthesis and regulates glucocorticoid production in the adrenal cortex, introducing the possibility that *ABCG1* variants may account for physiological or subclinical variation in stress response.

Steroid hormones mediate a myriad of physiological responses, from the control of blood pressure (mineralocorticoids) and sexual maturation (sex hormones) to the regulation of glucose homeostasis and stress response (glucocorticoids) (1). The extensive impact of steroid hormones on human physiology demands a fine regulation of steroid production. Alterations of this fine balance may result in pathological phenotypes, including adrenocortical insufficiency or steroid hypersecretion, for which many monogenic or polygenic determinants still need to be identified (2, 3).

As the obligatory precursor of all steroids, cholesterol is a key modulator of steroidogenesis, both in a quantitative and qualitative fashion. Disruption of cholesterol homeostasis results in adrenal insufficiency (eg, in Smith-Lemli-Opitz disease) (4), while the dysregulated accumulation of cholesterol leads to increased cholesterol storage and physical and biochemical cellular distress (eg, in lipoid congenital adrenal hyperplasia) (5-7). Besides, fine tuning of cholesterol homeostasis is critical for regulation of steroidogenesis within a physiological range. For instance, interfering with cholesterol content in plasma membranes directly impacts the synthesis of pregnenolone, which is a common precursor to all steroids (8). In addition, the master transcriptional activator of steroidogenesis, Steroidogenic Factor 1 (NR5A1), not only induces the expression of critical steroidogenic enzymes but also triggers the expression of cholesterogenic genes to provide more substrate for steroidogenesis (9). Furthermore, our group previously showed that intracellular cholesterol deprivation reroutes steroidogenesis to a more androgenic profile, implicating cholesterol in the prioritization of steroidogenic pathways (10).

Levels of intracellular cholesterol are therefore finely balanced between cholesterol acquisition (contributed by uptake from the circulation, de novo biosynthesis, and hydrolysis of cholesteryl esters) and disposal (mediated by excretion of cholesterol to the circulation, cholesterol esterification for long-term storage, and cholesterol deployment for biosynthesis of downstream products) (11). Intracellular cholesterol homeostasis in adrenocortical cells is thought to rely on the sterol regulatory element-binding factor 2, which acts as a master transcriptional activator of the cholesterol biosynthetic pathway and the cholesterol import machinery upon conditions of sterol depletion (7, 11-13). However, the molecular programs that control cholesterol availability in steroidogenic cells are not fully characterized.

Abcg1 is an adenosine triphosphate-dependent transporter involved in the maintenance of tissue and cellular cholesterol homeostasis. In mice and humans, it is expressed in a variety of cell types including adrenocortical cells (14-22). Its subcellular localization is still a matter of debate: Abcg1 has been found in both endosomes and in the plasma membrane, and in association with actin filaments (23-27). It is thought to mobilize cholesterol from the endoplasmic reticulum and to redistribute it to the plasma membrane, favoring cholesterol efflux to a variety of extracellular acceptors (15, 28-30). The role of Abcg1 in steroidogenic tissues, however, is unknown.

Here we study the adrenal cortex to determine the role of Abcg1 in a steroidogenic tissue. Abcg1 inactivation in mouse adrenals results in increased transcripts for cholesterol biosynthesis and uptake, leading to increased corticosterone production. Our data suggest that Abcg1 is a key regulator of cholesterol flux and glucocorticoid production.

## Methods

### Experimental Animals

All animal procedures were approved by the Veterinary Office of the Canton Bern in Switzerland. Generation of the aldosterone synthase-Cre strain (Cyp11b2^tm1.1(cre)Brlt^), and the compound conditional *Abcg1* and *Abca1* strain (B6.Cg-*Abca1^tm1Jp^ Abcg1^tm1Tall^*^/J^), was previously described (31, 32). To generate the bigenic mice carrying 1 Cre allele and 2 conditional alleles either within the *Abca1* or the *Abcg1* locus (referred to as *Abca1 cKO* and *Abcg1 cKO*, respectively), males of the Cre-bearing strain were crossed with compound heterozygous females for the conditional *Abca1* and *Abcg1* alleles. Pups expressing the Cre recombinase and either the *Abca1^tm1Jp^* or the *Abcg1^tm1Tall^*^/J^ allele were selected and crossed with isogenic littermates. Littermates carrying the Cre allele alone, or 1 of the 2 conditional alleles, were used as controls. All mice were kept on a mixed sv129-C57BL/6 genetic background, with free access to chow and water, under a 12-hour light/12-hour dark cycle. Unless otherwise specified, all mice used for this work were 2-month-old females. Adrenal weight was measured on an analytical balance on freshly dissected adrenal glands following clearance of the surrounding fat tissue.

### Gene Expression Analysis

RNA was isolated from whole adrenals cleaned of the adherent fat or from livers and homogenized in TRI Reagent (Sigma) using the Direct-zol miniprep RNA kit (Zymo Research), following the manufacturer's protocol. RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Gene expression analysis was performed by real-time quantitative PCR using the PowerUp SYBR Master Mix and the QuantStudio 1 thermocycler (Thermo Fisher Scientific). Technical duplicates were used to minimize variability. For mouse studies, the following primers were used: *Abcg1*, Fw: ACATCGAATTCAAGGACCTT, Rv: CCCAGAGATCCCTTTCAAAA; *Abca1*, Fw: AACTTTCAAGATGCTGACTG, Rv: AAAGAACTCCACATGCTCTC; *Ldlr*, Fw: GTTGCAGCAGAAGACTCAT, Rv: CACCCACTTGCTAGCGAT; *Scarb1,* Fw: CAGGTGCTCAAGAATGTCC, Rv: TAGAAAGGGACGGGGATC; *Hmgcr*, Fw: AATGCCTTGTGATTGGAGTT, Rv: CCGGGAAGAATGTCATGAA; *Sqle,* Fw: AAAGAAAGAACAGCTGGAGT, Rv: TAGCTGCTCCTGTTAATGTC; *Insig1,* Fw: ATAGCCACCATCTTCTCCTC, Rv: TCTCTCTTGAACTTGTGTGG; *Gck*, Fw: TGTAAGGCACGAAGACATAG, Rv: GTTGTTCCCTTCTGCTCC; *Pck1*, Fw: GTGGAAGGTCGAATGTGTG, Rv: TTGATAGCCCTTAAGTTGCC; *G6pc*, Fw: GTTCAACCTCGTCTTCAAGT Rv: CTGTTGCTGTAGTAGTCGG; *Nr3c1*, Fw: CTATGAACTTCGCAGGCC Rv: GAGAACTCACATCTGGTCTC; *Gapdh*, Fw: ATCAACGACCCCTTCATTG, Rv: TTGATGACAAGCTTCCCATT; *Actb*, Fw: GACCTGACAGACTACCTCAT, Rv: CTCGAAGTCTAGAGCAACAT. Transcripts encoding glyceraldehyde 3-phosphate dehydrogenase or actin beta were used as internal control, and data were expressed using the 2^−ddCt^ method.

### Transcriptome Profiling

Preparation of whole-adrenal RNA isolates was conducted as indicated in the Gene Expression Analysis section. RNA samples were quantified using the RiboGreen assay (Thermo Fisher Scientific). Sample quality was analyzed on a Fragment Analyzer 5200 (Agilent) using the Fragment Analyzer HS RNA kit(15NT) (Agilent, DNF-472-1000). Illumina Stranded mRNA Prep Preparation including polyA enrichment was used according to the manufacturer's recommendations to construct libraries from total RNA. Subsequently, the Illumina NovaSeq and NextSeq platforms with a NovaSeq 200cy Kit (v1.5) and a NextSeq 300cy Kit (v2), respectively, were used to sequence the libraries. The produced paired-end reads that passed Illumina's chastity filter were demultiplexed using Illumina's bcl2fastq software version 2.20.0.422 (no further refinement or selection). Illumina adapter residuals were trimmed using cutadapt (v4.0 with Python 3.9.16). Quality of the reads in fastq format was checked with the software FastQC (version 0.11.9). Raw reads shorter than 10 bp, having average Q-values below 24, or incorporating uncalled “N” bases were filtered out using the BBTools software suite (version 38.86). The splice-aware RNA mapping software STAR (version 2.7.10a) was used to map the remaining reads to the mm10 reference genome provided by IGenomes (archive-2015-07-17-14-33-26). To count the uniquely mapped reads to annotated genes, the software htseq-count (HTSeq version 0.13.5) was used. Normalization of the raw counts and differential gene expression analysis was carried out with the R software package DESeq2 (version 1.38.3). Combined evidence from previous works suggest that only about 50% to 60% of cells contributing to whole-adrenal transcriptome profiling efforts are recombined steroidogenic cells of interest (31, 33). Therefore, we expected differentially expressed genes to be less abundant in our whole-adrenal extracts with respect to more enriched cell populations (eg, sorted cortical cells) and used a relaxed fold change threshold (1.2) to capture these genes. Library construction, sequencing, and data analysis described in this section were performed by Microsynth AG (Balgach, Switzerland). Profiling results are stored within the Gene Expression Omnibus repository under the accession number GSE242081.

### Histology, Immunofluorescence, and Microscopy

Adrenals were dissected, cleared of the fat tissue, and fixed overnight in 4% paraformaldehyde. Four-µm paraffin sections were processed for protein immunodetection as previously described (10). Briefly, antigen retrieval was performed in 10 mM Sodium Citrate pH 6, and incubation was conducted overnight using a mouse monoclonal anti-Disabled-2/p96 (Dab2; BD Transduction Laboratories, cat. no. 610464; RRID: AB_397837) and a rabbit polyclonal anti-Akr1b7 [kindly provided by Dr Pierre Val and Dr Antoine Martinez; RRID: AB_3075891 (34)]. Indirect staining was performed using the goat anti-rabbit IgG (H + L) highly cross-adsorbed secondary antibody conjugated with Alexa Fluor™ 488 (from Thermo Fisher Scientific, cat. no. A11008; RRID: AB_143165), and a goat anti-mouse IgG (H + L) cross-adsorbed secondary antibody conjugated with Alexa Fluor™ 647 (from Thermo Fisher Scientific, cat. no. A21235; RRID: AB_2535804). 4′,6-diamidino-2-phenylindole was used for counterstaining. Images were captured with a Nikon Eclipse Ti-E microscope. Hematoxylin and eosin staining was carried out on neighboring sections compared to the immunofluorescence experiment. For Oil Red O staining, mouse adrenals were snap frozen and 5-µm sections were processed in a mixed solution of Oil Red O and dextrin, followed by nuclear counterstaining with Mayer's hemalum (all products from Merck).

### Steroid Profiling and Blood Tests

Mouse serum was obtained using cardiac puncture of mice euthanized by intraperitoneal injection of pentobarbital. This terminal procedure was chosen because it allowed the collection of paired blood and adrenal tissue samples while causing a significantly lower stress response in mice compared to other euthanasia methods (35). Twenty-five  µL of serum was used for further liquid chromatography-mass spectrometry (LC-MS) analysis using an established in house LC-MS method (36). Briefly, samples were collected and stored at −20 °C. Following thawing, 38 µL of internal standard was added to 25 µL of sample and extracted with ZnSO_4_ and methanol. After centrifugation, the organic phase was purified using a solid-phase extraction on an OasisPrime HLB 96-well plate using a positive pressure 96-well processor (both Waters, UK). For LC-MS analysis, a Vanquish UHPLC (equipped with an ACQUITY UPLC HSS T3 Column, 100 Å, 1.8 µm, 1 mm × 100 mm column; Waters, Switzerland) was coupled to a Q Exactive Plus Orbitrap (both Thermo Fisher Scientific, Reinach, Switzerland). Separation was achieved using gradient elution over 17 minutes using water and methanol both supplemented with 0.1% formic acid (all Sigma-Aldrich, Buchs, Switzerland) as mobile phases. Data analysis was performed using TraceFinder 4.1 (Thermo Fisher Scientific). The method was validated according to international standards. Steroid hormone concentrations were calculated in nmol/L. Values detected below the lower limit of accurate quantification were not used for statistics. Adrenocorticotropin hormone (ACTH) in serum was measured using an enzyme-linked immunosorbent assay kit (Abcam, cat. no. ab263880; RRID: AB_2910221), following the manufacturer's protocol. While ACTH is routinely assayed in plasma, we preferred quantification in serum as suggested by the kit based on the equivalence of serum and plasma for ACTH measurement in humans (37). Total cholesterol, high-density lipoproteins (HDL), and low-density lipoproteins/very-low density lipoproteins particles were measured using a cholesterol assay kit (Abcam, cat. no. ab65390), while triglycerides were assayed with a triglyceride assay kit (Abcam, cat. no. ab65336), following the manufacturer's instructions.

### In Situ Hybridization

For double enzymatic in situ hybridization, mice adrenal glands were fixed in 4% paraformaldehyde at 4 °C for 24 hours and 5-μm-thick sections from Formalin-Fixed Paraffin-Embedded blocks were cut. In situ hybridization was performed following the manufacturer's recommendation of the BaseScope Duplex Reagent Kit Intro Pack-Mm (Advanced Cell Diagnostics, cat. no. 323871). Standard conditions were used: 15 minutes incubation for the Antigen retrieval step and 30 minutes for Protease III treatment. In situ hybridization staining was performed manually with the following combinations of RNAscope® probes (all from Bio-Techne). BA-Mm-Abca1-3ZZ-st-C2 probe, recognizing Abca1 (cat no. 1218611-C2) detected with the Fast Red signal; BA-Mm-Abcg-E3-1ZZ-st-C1 probe, recognizing Abcg1, (cat no. 1218601-C1) detected with the green signal. Basescope Duplex Positive Control Probe-Mouse(Mm)-C1-Ppib-1ZZ/C2-Polr2a-3ZZ and Basescope Duplex Negative Control Probe-C1-DapB-3ZZ/C2-DapB-3ZZ (cat no. 322982) were used respectively as positive and negative controls. Nuclei were visualized using hematoxylin, and slides were mounted with Vectamount mounting medium (Vector Labs, cat. no. H5000). Images were acquired on a NanoZoomer S60 digital slide scanner at 40× (Hamamatsu).

### Cholesterol Quantification

Adrenal glands were dissected, clear of the surrounding fat pad, and homogenized in radioimmunoprecipitation assay buffer (Pierce, cat. no. 89900) supplemented with a protease and phosphatase inhibitor by Thermo Scientific (cat. no. A32961) at 4 °C, using lysing matrix tubes (MP Biomedicals, cat. no. 6913100) and a Bead Mill Homogenizer by Omni International. Tissue lysates were incubated for 1 hour in ice and spun down on a bench centrifuge for 20 minutes at 4 °C to get rid of unprocessed debris. Quantification of cholesterol was carried out using a Cholesterol/Cholesterol Ester-Glo^TM^ Assay by Promega (cat. no. J3190) following the manufacturer's instructions, with the exception that adrenal lysates were diluted from 1:10 to 1:40 in the lysis buffer provided by the kit to fit the calibration curve. The assay was performed either with or without cholesterol esterase, to allow for quantification of both total and free cholesterol, respectively. Values for esterified cholesterol were obtained by subtraction of free from total cholesterol. All cholesterol values were normalized by protein concentration assayed using a DC protein assay (Bio-Rad, cat. no. 5000112).

### Statistical Analysis

Two-tailed Student's t-test was used for comparisons between any 2 groups. For every comparison, the F-test was used to assess inequality of variances. In case of inequality of variances, the Welch correction was adopted. One-way ANOVA and Dunnett’s multiple comparison test were used for comparisons between groups of 3 or more, unless otherwise specified. Prism 10 software (GraphPad) was used for statistical analysis. All data were included; no exclusion method was applied. Data are presented as mean ± SEM.

## Results

### Loss of Adrenocortical Abcg1 Increases Transcripts Involved in Cholesterol Metabolism

To investigate the role of Abcg1 in the adrenal cortex, we generated a mouse model where both *Abcg1* alleles were conditionally inactivated using an aldosterone synthase (*Cyp11b2*)-specific Cre recombinase (Fig. 1A). The efficiency and extent of recombination were determined by quantifying *Abcg1* transcripts within control and conditional knockout adrenals (henceforth referred to as *Abcg1 cKO*), and by in situ visualization of *Abcg1* mRNAs. Specifically, *Abcg1* transcripts were reduced by about 40% in recombined whole adrenals (Fig. 1B), and recombination occurred throughout the entire cortex (Fig. 1C). Importantly, transcripts encoding Abca1, a functionally similar adenosine triphosphate-dependent cholesterol exporter (11), were not affected by *Abcg1* knockout (Fig. 1B).

**Figure 1.**
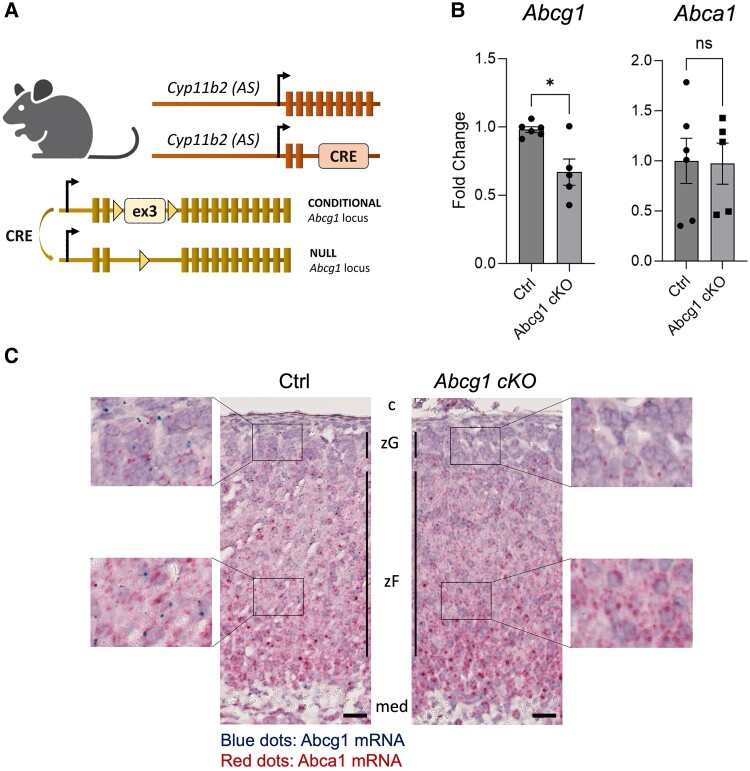
Effective gene recombination in *Abcg1 cKO* mice. (A) Schematic representation of the mouse model used to inactivate *Abcg1* in adrenocortical cells using Cre-mediated recombination of *Abcg1*'s third exon. (B) Quantitation of transcripts encoding Abcg1 and Abca1 in control and *Abcg1 cKO* adrenal glands. (C) In situ depiction of *Abcg1* (blue dots) and *Abca1* (red dots) transcripts in control (left) and *Abcg1 cKO* adrenal sections (right), including insets’ virtual magnifications on each side. All mice used for this figure were 2-month-old females. Scale bar = 25μm. *P ≤ .05.

To assess the impact of *Abcg1* on adrenal physiology, we profiled the transcriptome of *Abcg1* cKO adrenals and compared it with the transcriptome of control and *Abca1* cKO counterparts, which were also used as controls (Fig. 2A and 2B). 

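Whole-adrenal RNA of 2-month-old female mice was profiled by polyA-selected, stranded RNA sequencing, with 4 Abcg1 cKO, 4 control and 4 Abca1 cKO libraries. In the Abcg1 cKO group the authors' mean normalized count of Abcg1, measured over the whole gene, was 250 against 305 in the control and Abca1 cKO libraries combined, and this difference did not pass the test in the authors' deposited table (adjusted p = 0.753). The log2 ratio of these means was -0.29, with an approximate 95% interval from -0.71 to 0.13. Abcg1 lies on chromosome 17 of GRCm38 (mm10) from 31057694 to 31117984, and exon 3 of its main annotated transcript, the exon that Cre removes, spans 31092309 to 31092426, which is 118 of 5832 bases or 2.02% of the transcript. Abca1 lies on chromosome 4 from 53030789 to 53159988, and exons 46 and 47 of its main transcript hold 135 and 104 of its 10262 bases. A gene-level count therefore covers mostly exons that the Cre recombinase leaves in place. The mean normalized count of Abca1 was 10057 in the Abcg1 cKO group and 7791 in the combined group, which includes the Abca1 cKO libraries (adjusted p = 0.508 in the authors' deposited table).

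The authors mapped reads with STAR to mm10, counted uniquely mapped reads per gene with htseq-count, and normalized and tested the counts with DESeq2, taking control and Abca1 cKO libraries as 1 group of 8. The values used here are the authors' mean normalized count of each group and the p-values of that comparison. The raw depth per library is not known from these means. From the means, log2 ratios were computed as Abcg1 cKO over the combined group with a pseudocount of 1, so a positive value is higher in Abcg1 cKO adrenals. Approximate intervals were derived from each log2 ratio and its deposited p-value. Columns of single libraries carry names that match no sample label and were not used, so no spread between animals is given, and control cannot be separated from Abca1 cKO.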

Using a cutoff of 1.2 for fold change and 0.01 for adjusted *P*-value, we found 19 upregulated and 12 downregulated genes specifically in *Abcg1* knockout adrenal glands (Fig. 2C). 

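Among the genes higher in Abcg1 cKO adrenals were enzymes of cholesterol synthesis, and among those lower were genes of cell division and a pair of cold-inducible RNA-binding proteins. Of 15919 genes with an adjusted p in the authors' deposited table, 31 passed both cutoffs, 19 higher and 12 lower. The fold change here is the ratio of the group means, and with the deposited shrunken fold change 18 were higher and 12 lower. Ranked by p, the first 10 higher genes included Hephl1, Mgat4c, Obp2a, P4ha1, Chl1, Acsl3, Rgs7, Chp1 and Hsd17b7. Obp2a, which encodes an odorant-binding protein, had the largest ratio of these, with authors' mean normalized counts of 655 in Abcg1 cKO and 78.3 in the combined group (log2 ratio 3.05, adjusted p = 0.000124 in the authors' deposited table). Hephl1, a hephaestin-like ferroxidase, was at 703 against 189.9 (log2 ratio 1.88, adjusted p = 4.26e-06 in the authors' deposited table). Acsl3, a long-chain acyl-CoA synthetase, had a log2 ratio of 0.64 and P4ha1, a subunit of collagen prolyl hydroxylase, one of 0.68.

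The gene with the smallest p was Rbm3, a cold-inducible RNA-binding protein, at 880 in Abcg1 cKO and 1822 in the combined group (log2 ratio -1.05, approximate 95% interval from -1.36 to -0.74, adjusted p = 6.2e-07 in the authors' deposited table). Cirbp, of the same family, had a log2 ratio of -0.76 (adjusted p = 0.00917 in the authors' deposited table). The other lower genes of the first 10 were Jsrp1, Slit1, D630039A03Rik, Inf2, Cpm, Map3k1, Cenpf and Foxm1. Foxm1 and Cenpf, which act in mitosis, had log2 ratios of -1.22 and -1.16. With no filter on low values and the authors' p-values adjusted again over 19234 genes, 11 genes were higher and 9 lower.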

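In tests of whole lists, sterol biosynthesis, heat shock and immediate early lists shifted to higher values in Abcg1 cKO adrenals, and cell cycle and lymphocyte lists to lower values. All 21 measured genes of sterol biosynthesis had a higher mean, with a median log2 ratio of 0.72. Of these, 10 passed an adjusted p under 0.05 in the authors' deposited table (18 when adjusted over the list alone). The wider cholesterol homeostasis list, written from general knowledge of the hallmark set after the paper's heat map had been seen, had a median log2 ratio of 0.33 over 71 measured members. In it 13 genes were higher, none was lower and 58 did not pass an adjusted p under 0.05 in the authors' deposited table, with 21 higher when adjusted over the list alone. The list holds all 34 genes of the heat map in Fig. 2D, so it is not independent evidence of their direction. Without the 18 members shared with sterol biosynthesis its median was 0.13 (adjusted p = 0.000189 in the list test).

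Of 27 lists tested with limma's cameraPR, sterol biosynthesis ranked 1 (adjusted p = 6.05e-31), cell cycle ranked 2 (median -0.80, adjusted p = 1.11e-18), cholesterol homeostasis ranked 3 (adjusted p = 1.43e-15) and heat shock ranked 4 (median 0.47, adjusted p = 6.82e-11). A preranked enrichment with fgsea gave normalized enrichment scores of 2.89 for sterol biosynthesis, 2.88 for cholesterol homeostasis and -2.72 for cell cycle. The leading edge of the cholesterol homeostasis list held 34 genes, of which 32 are in the heat map of Fig. 2D. Of 18 cell cycle genes 4 were lower, and of 10 heat shock genes 2 were higher, at an adjusted p under 0.05 in the authors' deposited table (15 and 7 when adjusted over each list alone). Lymphocyte markers had a median log2 ratio of -0.85 (adjusted p = 0.000279 in the list test) and immediate early genes one of 0.64 (adjusted p = 1.16e-05), with no member of either list past an adjusted p under 0.05 in the authors' deposited table, nor when adjusted over the list alone. Adipocyte markers, among them Adipoq and Car3, had a median log2 ratio of 1.05 (adjusted p = 0.000473 in the list test), and medulla markers, among them Th and Pnmt, one of 0.41 (adjusted p = 0.00287), although no member of either list passed an adjusted p under 0.05 in the authors' deposited table (1 adipocyte marker and no medulla marker when adjusted over the list alone). The list test used a preset correlation between genes of 0.01, and none was estimated, since the columns of single libraries were not used. The size of its p-values depends on this setting. With a preset correlation of 0.05, cameraPR gave an adjusted p of 1.10e-18 for sterol biosynthesis and 5.65e-12 for cell cycle. With ranks it gave 1.61e-10 and 5.22e-09.

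**Figure D1:**
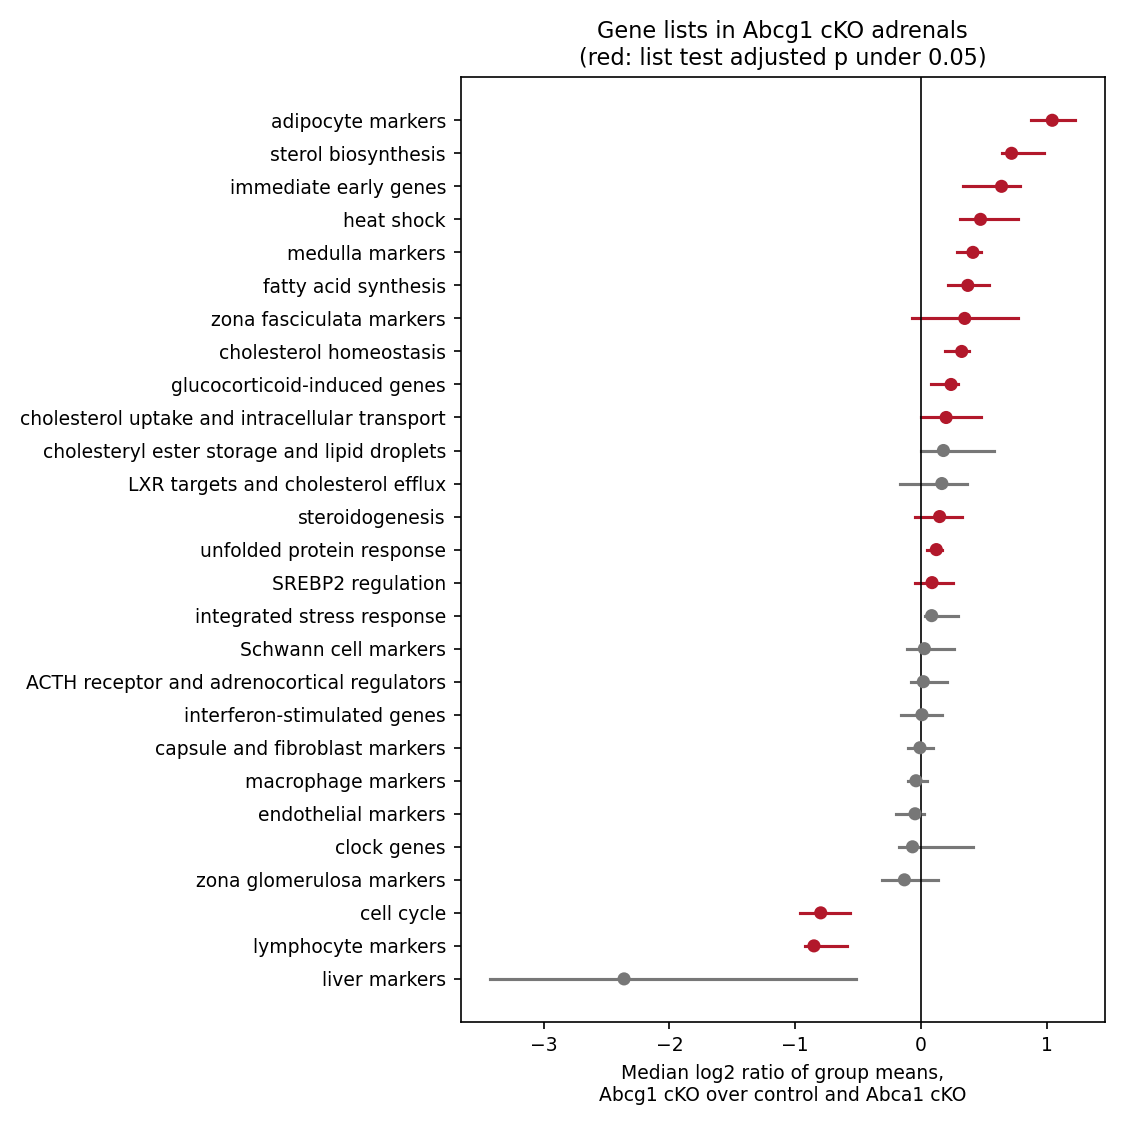
Median log2 ratio of the authors' group means, Abcg1 cKO over control and Abca1 cKO combined, for each of 27 gene lists. Points are medians over genes, lines are 95% bootstrap intervals over genes, which do not measure the spread between animals, and red marks lists with an adjusted p under 0.05. Sterol biosynthesis sits at 0.72 and cell cycle at -0.80.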

Gene set enrichment analysis revealed that cholesterol metabolism was the most affected pathway, with 34 genes contributing to the cholesterol set enrichment (HALLMARK_CHOLESTEROL_HOMEOSTASIS dataset) (Fig. 2D). Using quantitative PCR, we validated 3 of these upregulated genes, either implicated in cholesterol uptake (*Ldlr*) or biosynthesis (*Hmgcr*, *Sqle*) (Fig. 2E). 

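Scarb1, which encodes the HDL receptor, had a mean normalized count of 34944 in Abcg1 cKO adrenals and 20445 in the combined group. The log2 ratio was 0.77, with an approximate 95% interval from 0.17 to 1.38. In the authors' deposited table its unadjusted p was 0.0124 and its adjusted p 0.308, so it did not pass in the RNA sequencing. Of 15 measured genes of cholesterol uptake and intracellular transport, 2 were higher, none was lower and 13 did not pass an adjusted p under 0.05 in the authors' deposited table (2 higher when adjusted over the list alone). Stard4, a sterol transfer protein, was among the higher genes. The list had a median log2 ratio of 0.20 (adjusted p = 0.000829 from cameraPR).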

The gene encoding the HDL receptor (*Scarb1*), which is the main route for cholesterol delivery to steroidogenic pathways (38), resulted upregulated using quantitative PCR (Fig. 2E), despite not contributing to the enrichment of the gene set enrichment analysis dataset (Fig. 2C and 2D). To determine the adrenal perception of cholesterol load, we also quantified *Insig1*, which is normally reduced upon accumulation of sterols (39, 40). Surprisingly, we found that *Insig1* was upregulated in *Abcg1 cKO* adrenals (Fig. 2F), suggesting that cholesterol metabolism in *Abcg1*-deficient glands is dysregulated.

**Figure 2.**
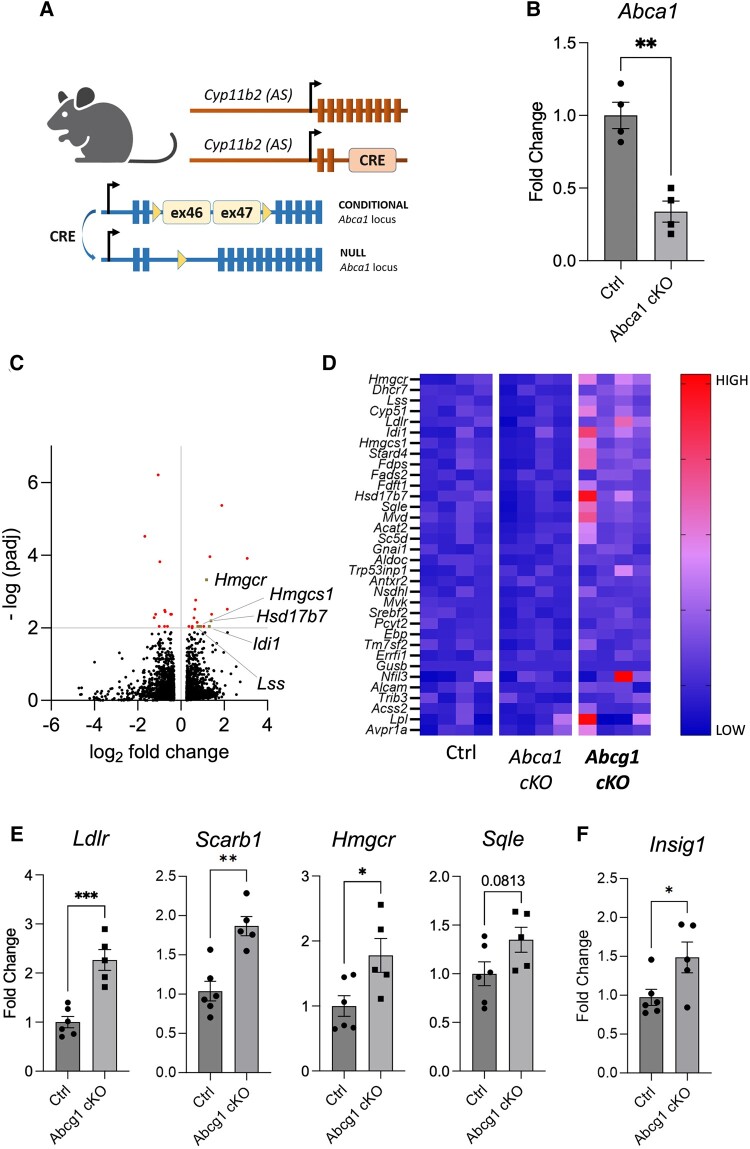
Inactivation of adrenocortical *Abcg1* results in increased transcripts for cholesterol uptake and synthesis. (A) Schematic representation of the mouse model used to inactivate *Abca1* in adrenocortical cells using Cre-mediated recombination of exons 46 and 47. (B) Quantification of *Abca1* transcripts in control and *Abca1 cKO* adrenal glands. (C) Volcano plot depicting 12 downregulated and 19 upregulated genes (red or beige dots) in *Abcg1 cKO* adrenals compared to the combined (summed) datasets of controls and *Abca1 cKO* counterparts, using cutoffs of 1.2 for fold change and 0.01 for adjusted *P*-value. Each beige dot is associated with a gene name as indicated in the plot. (D) Heat map depicting color-coded expression levels of 34 transcripts responsible for the enrichment of the HALLMARK_CHOLESTEROL_HOMEOSTASIS dataset in Gene Set Enrichment Analysis. (E and F) Quantitation of transcripts involved in cholesterol regulation, uptake, and de novo synthesis in control and *Abcg1 cKO* adrenal glands. All mice used for this figure were 2-month-old females. *P ≤ .05; **P ≤ .01; ***P ≤ .001.

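Genes along the whole route from acetyl-CoA to cholesterol had higher means in Abcg1 cKO adrenals. Hsd17b7 had the largest log2 ratio of the pathway at 1.39, followed by Idi1 at 1.31, and their adjusted p-values in the authors' deposited table were 0.0065 and 0.00917. Fdps, Mvd, Cyp51 and Sqle had log2 ratios of 1.05, 1.05, 1.01 and 0.98, and each passed an adjusted p under 0.05 but not 0.01 in the authors' deposited table. Lbr, which also has a structural role at the nuclear envelope, had the smallest log2 ratio of the list at 0.07.

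Insig1, which retains the SREBP machinery in the endoplasmic reticulum, had a mean normalized count of 2687 in Abcg1 cKO and 1303 in the combined group (log2 ratio 1.04, adjusted p = 0.0142 in the authors' deposited table). Srebf2, which encodes the transcription factor SREBP2, had a log2 ratio of 0.33 and did not pass (adjusted p = 0.592 in the authors' deposited table). The list of 11 SREBP2 regulation genes passed cameraPR (median log2 ratio 0.09, adjusted p = 0.0455). Its median z lay only at percentile 44.9 of matched random lists. Of its members, 1 passed an adjusted p under 0.05 in the authors' deposited table. The cameraPR call was lost with a preset correlation of 0.05 (adjusted p = 0.107) and with ranks (adjusted p = 0.143). It was also lost over a mean of 50 or more (adjusted p = 0.0707) and with fgsea on log2 ratios (adjusted p = 0.113). It was kept with fgsea on z, no filter, a mean above 1 and directions from the deposited fold change. Of 15 measured LXR target and efflux genes, none passed an adjusted p under 0.05 in the authors' deposited table, and the list test gave an adjusted p of 0.315. Fatty acid synthesis genes had a median log2 ratio of 0.37 (adjusted p = 4.77e-06 from cameraPR), with none of 17 members past an adjusted p under 0.05 in the authors' deposited table (5 higher when adjusted over the list alone). The adipocyte list shifted upward as well (median log2 ratio 1.05), with no member past an adjusted p under 0.05 in the authors' deposited table. Whether fat on the glands accounts for the fatty acid list was not tested. From the higher transcripts of synthesis and uptake genes, together with its quantitative PCR, the paper concludes that loss of Abcg1 disturbs cholesterol homeostasis in cortical cells.

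**Figure D2:**
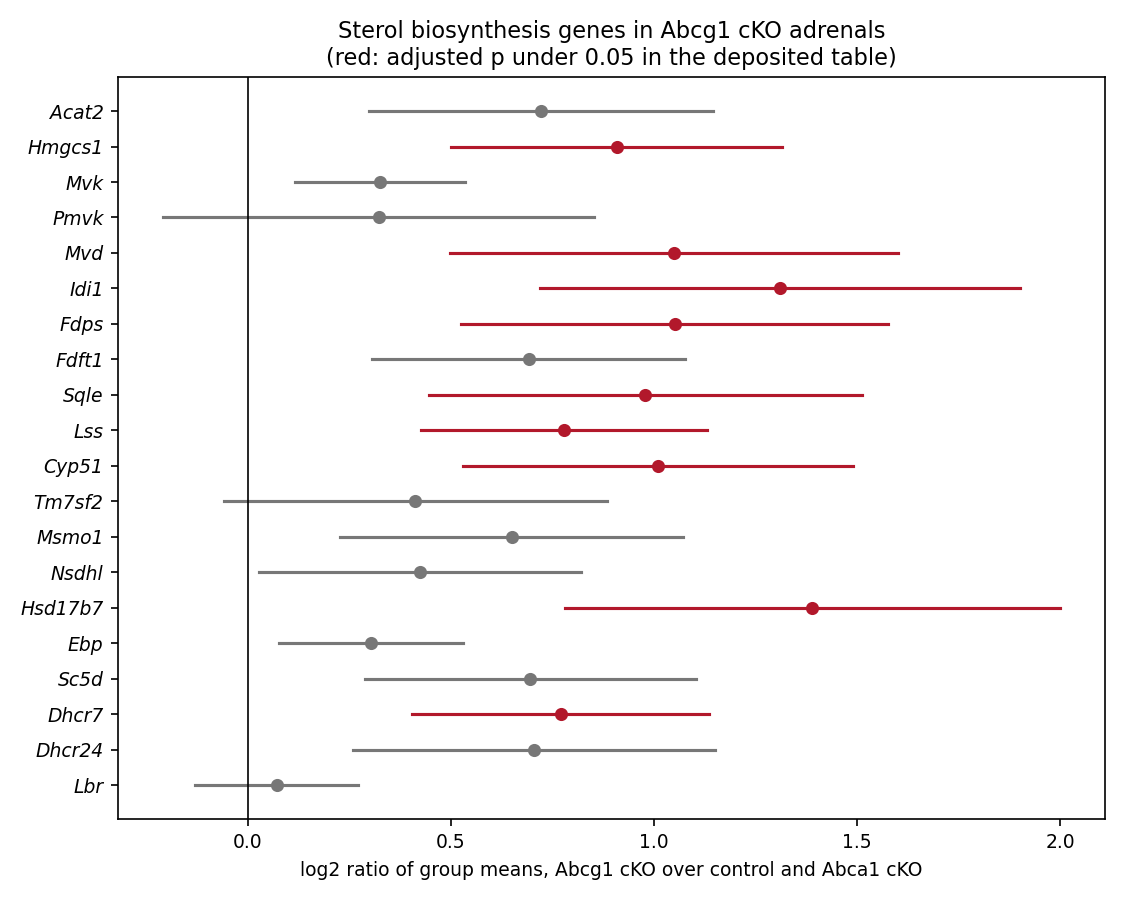
log2 ratio of the authors' group means, Abcg1 cKO over control and Abca1 cKO combined, for 20 of the 21 sterol biosynthesis genes, ordered roughly along the pathway with Lbr last. Points are log2 ratios, lines are approximate 95% intervals derived from the deposited p-values, and red marks an adjusted p under 0.05. All 20 points lie above 0, and Hsd17b7 sits highest at 1.39.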

Altogether, our data indicate that Abcg1 deficiency in the adrenal cortex disrupts intracellular cholesterol homeostasis by driving the expression of transcripts that normally promote increased cholesterol production and uptake.

### Loss of Abcg1 Results in Increased Corticosterone

To determine whether increased cholesterol-related transcripts driven by *Abcg1* inactivation results in increased cholesterol storage, we performed an Oil Red O staining of adrenal sections and observed no difference between *Abcg1 cKO* and control tissues (Fig. 3A). Direct quantification of total, free, and esterified cholesterol in the adrenals confirmed that cellular cholesterol compartments are not impacted by inactivation of Abcg1 (Fig. 3B).

**Figure 3.**
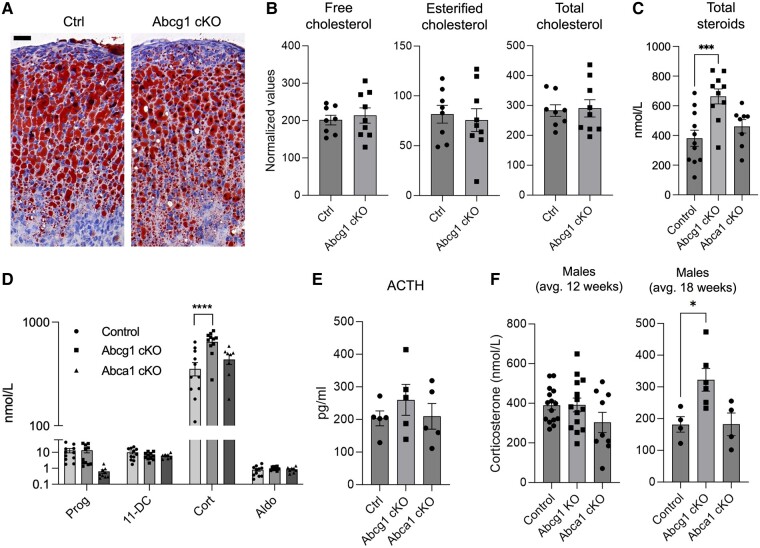
Inactivation of adrenocortical *Abcg1* results in increased corticosterone synthesis. (A) Oil Red O staining (red) of control and *Abcg1 cKO* adrenocortical sections. Mayer's hemalum was used to counterstain nuclei (blue). Images are representative of 4 animals per genotype. Scale bar = 25 µm. (B) Free, esterified, and total cholesterol in whole adrenal glands from control and *Abcg1 cKO* animals. (C) Aggregated quantification of adrenal steroids detected in mouse sera using liquid chromatography-mass spectrometry, ie, pregnenolone, Prog, 11-DC, Cort, and Aldo. (D) Steroid concentrations in sera of control and *Abcg1 cKO* mice. Most pregnenolone values were below the threshold of accurate quantification, likely because of intense processivity into downstream products, and are not reported in this graph. (E) Levels in sera from control and *Abcg1 cKO* mice. (F) Levels of corticosterone in male control and *Abcg1 cKO* mice at different ages. Except for panel F, all mice used for this figure were 2-month-old females. *P ≤ .05, ***P ≤ .001, ****P ≤ .0001.

We then investigated whether the increase in cholesterol-related transcripts might lead to an increase of steroid biosynthesis. The adrenal steroid output (ie, the sum of pregnenolone, progesterone, 11-deoxycorticosterone, corticosterone, and aldosterone) showed a 74% increase in *Abcg1 cKO* mice compared to control animals. Instead, *Abca1 cKO* mice did not display any change in adrenal steroid metabolites (Fig. 3C). Most of the variation in *Abcg1 cKO* steroid profile was explained by increased corticosterone, the main glucocorticoid in mice, whereas the other steroids were not affected (Fig. 3D). The increase in corticosterone, although significant, was not sufficient to suppress the level of its main secretagogue, ACTH (Fig. 3E). While these results are based on female mice, male counterparts displayed a comparable increase in corticosterone but at an older age (average 18 weeks for males, compared with 12 weeks for females) (Fig. 3D and 3F).

We then evaluated whether the increase in corticosterone was associated with increased adrenal size or altered zonation. First, we assessed adrenal weight, which revealed *Abcg1 cKO* adrenals mice were unchanged, compared to controls, with a paradoxical trend toward a decrease in adrenal weight (Fig. 4A). Next, we stained for the zone-specific markers Dab2 [identifying the zona Glomerulosa (zG)] and Akr1b7 [identifying the zona Fasciculata (zF)], which showed no difference between control and *Abcg1* cKO mice in the zF-to-zG area ratio (Fig. 4B and 4C). These results indicate that neither increased adrenal mass nor expansion of the zF explains the increased corticosterone production in *Abcg1 cKO* mice.

**Figure 4.**
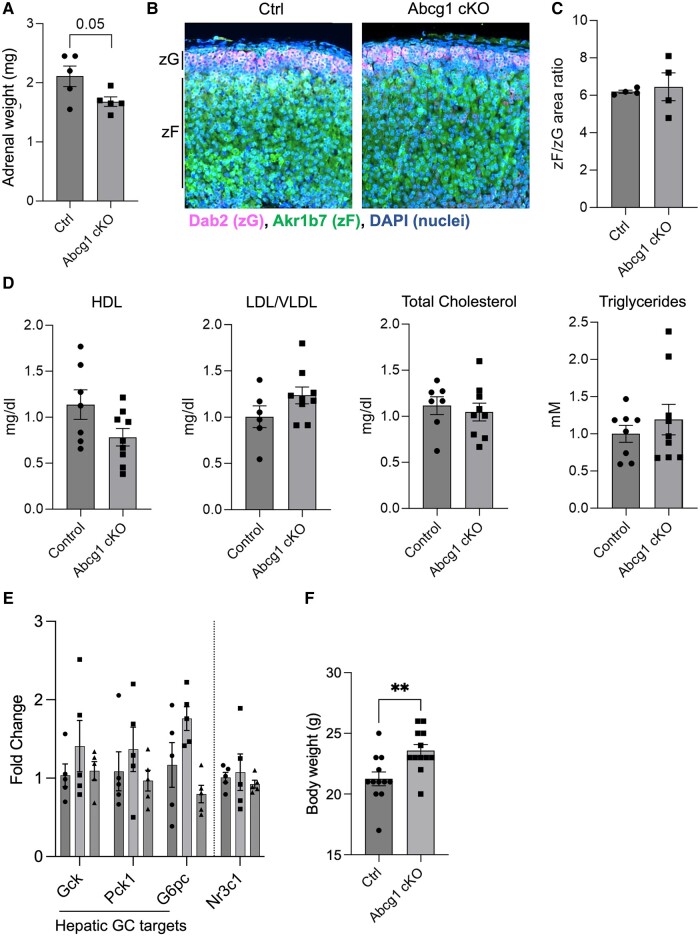
*Abcg1 cKO* mice display increased body weight but unaltered adrenal mass, zonation, and serum lipid profile. (A) Adrenal weight measured on freshly dissected whole adrenals in control and *Abcg1 cKO* mice. (B) Representative depiction of immunofluorescence assay on adrenocortical sections from control and *Abcg1 cKO* mice. Images are representative of 4 animals per genotype. Scale bar = 50 µm. (C) Ratio of the zF area (measured as the area stained by Akr1b7) and the zG area (measured as the area stained by Dab2). (D) Lipid profile in control and *Abcg1 cKO* mouse sera. (E). Quantification of glucocorticoid-sensitive (ie, *Gck*, *Pck1*, *G6pc*) and insensitive (*Nr3c1*) genes in livers from control, *Abcg1 cKO*, and *Abca1 cKO* animals. (F) Quantification of live animal weight. All mice used for this figure were 2-month-old females. **P ≤ .01.

Furthermore, to exclude that corticosterone production was influenced by a change in systemic lipid metabolism in *Abcg1 cKO* mice, we performed serum lipid profiling, which revealed no differences in HDL, low-density lipoproteins, total cholesterol, or triglycerides between *Abcg1 cKO* and control mice (Fig. 4D).

Finally, the systemic response to increased glucocorticoid was estimated in *Abcg1 cKO* mice by quantifying 3 glucocorticoid target genes in the liver, ie, *Gck*, *Pck1*, and *G6pc* (41-44), which showed a nonsignificant trend of increase compared to control and *Abca1 cKO* animals (Fig. 4E). Instead, no such trend was observed for *Nr3c1*, whose expression levels are not sensitive to circulating glucocorticoids (Fig. 4E) (44). In addition, *Abcg1 cKO* mice displayed a mild increase in body weight compared to control animals (Fig. 4F), compatible with a moderate but prolonged exposure to increased corticosterone (45).

Altogether, our data suggest that loss of *Abcg1* results in increased intracellular cholesterol uptake and biosynthesis, leading to higher glucocorticoid production.

## Discussion

We show that inactivation of Abcg1 in the adrenal cortex leads to increased expression of genes that promote cholesterol availability (from uptake and biosynthesis), as well as an increase in glucocorticoid production. The increase in glucocorticoid production was observed in both female and male mice, albeit at an older age in male mice, possibly due to a slower rate of recombination and/or tissue turnover in these mice (46, 47).

Although our work does not provide an integrated analysis of 24-hour urine corticosterone metabolites, the absence of ACTH suppression and the analysis of corticosterone-responsive liver genes suggest that *Abcg1 cKO* mice show only a mild increase of daily corticosterone output, most likely within physiological range. Consistent with this conclusion, we expect only a minor (if any) impact on glucose metabolism, which was not directly investigated in this work. The increase in body weight in *Abcg1 cKO* mice is compatible with a protracted exposure to moderately increased corticosterone levels (45). In addition, the ACTH values averaging 200 pg/mL throughout all our animal groups possibly reflect a mild stress stimulation, compatible with reported values in rats upon pentobarbital-mediated terminal anesthesia (48).

Surprisingly, our data are in contrast with the mild glucocorticoid insufficiency and decreased cortical cholesteryl esters found by Hoekstra and colleagues in mice following global deletion of *Abcg1* (20). This discrepancy could be explained by a possible decrease in corticotropin releasing hormone and/or ACTH in mice with global *Abcg1* deletion, which were not assayed in the study. Alternatively, global loss of *Abcg1* could lead to functional impairment or dysgenesis of the adrenal cortex, underlying a not yet described role of *Abcg1* during intrauterine development. This latter hypothesis is less plausible, though, because of the low level of *ABCG1* expression reported in human fetal tissues (21). In our work, we use a conditional mouse model that leads to inactivation of *Abcg1* specifically in the steroidogenic cells of the adrenal cortex during the first weeks of postnatal development (31), which allows us to rule out prenatal or systemic effects of *Abcg1* deletion on the phenotype. However, an accurate quantification of the extent of recombination in *Abcg1 cKO* adrenals is technically challenging. Therefore, we cannot exclude the possibility that the differences between Hoekstra and olleagues’ work (20) and ours are due to a different degree of *Abcg1* recombination in adrenocortical cells.

Our finding that adrenal *Abcg1* inactivation results in upregulation of transcripts important for cholesterol biosynthesis and uptake is in line with the increases seen in *Hmgcr*, Farnesyl pyrophosphate (*Fpp*), and *Ldlr* in the liver from global *Abcg1 KO* mice (15). This similarity suggests that the genetic network regulated by *Abcg1* is conserved among different tissues.

Abcg1 inactivation, however, did not affect transcripts encoding genes directly implicated in steroidogenic conversions, raising the hypothesis that increased adrenal steroidogenesis might be due to excess cholesterol in *Abcg1 cKO* mice flowing directly into the steroidogenic machinery and fueling the production of the end-product corticosterone. This hypothesis implies that the amounts of cholesterol entering the steroidogenic pathway are loosely controlled, and exposure to functional cholesterol sources (eg, lipoproteins) may directly trigger increased steroidogenesis. 

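None of 18 measured steroidogenesis genes passed an adjusted p under 0.05 in the authors' deposited table, nor when adjusted over the list alone. Star, which delivers cholesterol to the inner mitochondrial membrane, had a mean normalized count of 507891 in Abcg1 cKO adrenals and 374521 in the combined group (log2 ratio 0.44, approximate 95% interval from 0.15 to 0.73, unadjusted p = 0.00332 and adjusted p = 0.158 in the authors' deposited table). Cyp11a1, Cyp21a1 and Cyp11b1, enzymes on the way to corticosterone, had log2 ratios of 0.30, 0.30 and 0.31, with adjusted p-values in the authors' deposited table of 0.336, 0.591 and 0.506. Cyp11b2, the aldosterone synthase, had a log2 ratio of 0.14 (adjusted p = 0.922 in the authors' deposited table), and Nr5a1, which encodes the transcription factor SF-1, one of 0.12.

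As a group the list had a median log2 ratio of 0.15, with a bootstrap interval over genes from -0.04 to 0.33. Its median z lay at percentile 73.05 of matched random lists, and it passed cameraPR (adjusted p = 0.0368). This call was lost with a preset correlation of 0.05 (adjusted p = 0.112), with ranks (adjusted p = 0.0758) and over genes with a mean of 50 or more (adjusted p = 0.0944). It was kept with fgsea on z (adjusted p = 0.0154) and on log2 ratios (adjusted p = 0.0221), with no filter (adjusted p = 0.0211), over genes with a mean above 1 (adjusted p = 0.0312) and with directions from the deposited fold change (adjusted p = 0.0222). Of 12 genes for the ACTH receptor and cortical regulators, none passed an adjusted p under 0.05 in the authors' deposited table (1 higher when adjusted over the list alone), and Mrap, an accessory protein of the ACTH receptor, had a log2 ratio of 0.61 (adjusted p = 0.0694 in the authors' deposited table).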

While, to our knowledge, this has not been formally tested in vivo, steroidogenesis is directly stimulated by exposure to lipoproteins in primary adrenal cells and in the established NCI-H295R adrenal cell line (49) (and our data, not shown).

It is interesting to note that aldosterone, despite being an adrenal functional end-product, is not affected by Abcg1 inactivation. This is surprising in consideration of the fact that exposure to cholesterol results in increased aldosterone production in vitro (49, 50). We suspect this difference is because aldosterone synthase (Cyp11b2) expression, unlike the expression of 11-beta-hydroxylase (Cyp11b1—the last step in corticosterone biosynthesis) is finely tuned in mice by a range of physiological stimuli. In fact, the expression of Cyp11b2 in mice and rats, unlike in cells, is regulated in such a way that only a subset of zG cells express the enzyme at a given time (51). Excess sodium can suppress Cyp11b2 expression almost completely, while poor dietary sodium intake produces a marked increase in Cyp11b2 (52). Instead, Cyp11b1 is constitutively expressed in zF cells and converts any available substrate into corticosterone (52), including any excess cholesterol that can be present in *Abcg1 cKO* adrenals. Therefore, we expect that the local concentration of cholesterol and steroid precursors may not affect aldosterone production.

Finally, although the extent to which our findings in mice are relevant to human pathophysiology remains to be explored, our data introduce the possibility that *Abcg1* variants may account for physiological or subclinical variation in stress response among healthy subjects. The Human Gene Mutation Database lists 25 different mutations or polymorphisms that have been described in *ABCG1* having a possible or probable pathological outcome (53-60). The individuals carrying these variants present with a series of phenotypes or risk associations predominantly linked to cardiovascular disorders, including impaired HDL homeostasis and increased risk for coronary heart disease. However, steroidogenic capacity in these individuals has not been assessed. Given the association between higher serum cortisol concentrations and cardiovascular risk profile (61), it would be of interest to assess basal and stimulated glucocorticoid levels in individuals carrying these alleles, which might explain interindividual variability in basal cortisol or physiological cortisol responses, and excess cortisol levels in individuals carrying risk alleles.

## Data Availability

Some or all datasets generated during and/or analyzed during the current study are not publicly available but are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

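RNA of whole adrenal glands from 2-month-old female mice was sequenced in 12 libraries, 4 each of control, Abca1 cKO and Abcg1 cKO. According to the methods and the submitters' processing notes, the authors demultiplexed reads with bcl2fastq 2.20.0.422, trimmed adapters with cutadapt 4.0, checked quality with FastQC 0.11.9, filtered reads with BBTools, mapped them to mm10 with STAR 2.7.10a, counted uniquely mapped reads per gene with HTSeq 0.13.5, and normalized and tested the counts with DESeq2 1.38.3. Libraries were run on NovaSeq and NextSeq instruments, and which library ran on which is not given in the sources used here, so a platform effect was not tested.

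The authors' deposited table holds 24421 genes. Its signal values, the mean normalized count of each group, were made by the authors by dividing counts by size factors and averaging over the libraries of a group. The log2 fold changes that the authors deposited are shrunken, with 97.6% of tested genes within 0.001 of 0, and their sign is the combined group over Abcg1 cKO. The p-values are those the authors deposited for the comparison of Abcg1 cKO with control and Abca1 cKO combined, present for 19234 genes and adjusted for 15919, with a lowest mean of 2.12 among the adjusted genes. A further 12 columns hold values of single libraries under names that match no sample label. The group means are averages of these columns, but columns were not assigned to groups by their order or values, and they were not used. The design set before the data were examined assumed values per sample and was for this reason not run as written: no refit of Abcg1 cKO against the combined group, no test of Abcg1 cKO against control alone, of Abca1 cKO against control, or of Abcg1 cKO against Abca1 cKO was made, and no fit was made with a left-out library, other splits of the libraries or the replicate number. The raw depth per library is not known from group means.

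From the group means, log2 ratios were computed with a pseudocount of 1, Abcg1 cKO over the combined group, and their median over tested genes was -0.0028. A signed z was taken from each deposited p-value and the direction of the means. The deposited fold change had the same sign for 87.8% of tested genes, and for 99.1% of those with a p under 0.01. Approximate standard errors are the log2 ratio divided by z, which assumes a Wald test. Over 119 genes that were little shrunken, chosen for a small p, these errors were at a median of 0.896 of the deposited standard error, so the intervals are somewhat narrow. They reflect the authors' model and not a spread measured here.

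Of 32 gene lists written before the data were examined, the 27 with at least 5 measured members were tested with limma 3.58.1 (cameraPR, preset correlation 0.01, two-sided, Benjamini-Hochberg over lists), and 15 had an adjusted p under 0.05. The cholesterol homeostasis list was written after the paper's heat map had been seen, and the limit of 5 members was set after the data were seen. The sterol biosynthesis list shares 18 members with it, so its result is not a blind test of the paper's finding. X-zone, blood, kidney, pancreas and sex gene lists were too short to test, with medians of 0.35, -0.55, -1.24, 0.08 and -0.30. Integrated stress response, zona glomerulosa, Schwann cell, capsule and fibroblast, interferon-stimulated and cholesteryl ester storage lists did not pass, with medians of 0.09, -0.13, 0.03, -0.01, 0.01 and 0.18. Enrichment was also run with fgsea 1.28.0 and 10000 permutations in R 4.3.3. List medians were set against 10000 random lists matched on mean expression in 20 bins and given bootstrap intervals from 2000 draws over genes. Genes are not independent replicates, so these percentiles and intervals describe the lists and do not measure the spread between animals. Positions came from RefSeq for GRCm38 and matched 15192 tested genes by symbol, and exons came from GENCODE of the same build. Tables were handled in Python 3.11.15 with SciPy 1.17.1. Tested on simulated data with 15919 genes, the list test recovered a list of 20 genes shifted by 1.5 in z in 100% of 200 simulations and called 0.25% of unshifted lists, with genes simulated as independent.

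Genes were named by a rule set before the data were examined: genes the study names, including its heat map; up to 10 genes per direction with the smallest p among those past a fold change of 1.2 and an adjusted p of 0.01; up to 4 members with the smallest p per list; and Nnt, Xist and 4 Y-linked genes. Some genes that this rule takes in are not reported here. Alternatives tried were other thresholds, pseudocounts of 0.1 and 10, other filters on low values, other windows around Abcg1 and, added after the data were seen, the deposited fold change or its sign, a preset correlation of 0.05, ranks, fgsea on z and on log2 ratios, a mean above 1 and the cholesterol list without sterol biosynthesis genes.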

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

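The single genes and the lists with a median in the next paragraph, and the heat shock, immediate early, unfolded protein response, cell cycle, lymphocyte, adipocyte and medulla lists, are not discussed in the paper and passed a test between Abcg1 cKO adrenals and the control and Abca1 cKO libraries combined. Other lists are named only to weigh these. The tests of fat, of medulla, and of lymphocytes and macrophages taken singly were chosen only after the result was seen. The others, with their limits, were set after the leading genes had been seen and before the values of the lists were.

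Among the first 10 higher genes, the log2 ratios were 1.88 for Hephl1, 1.34 for Mgat4c, 3.05 for Obp2a, 0.68 for P4ha1, 2.14 for Chl1, 0.64 for Acsl3, 1.42 for Rgs7 and 0.60 for Chp1. Among the first 10 lower genes, they were -1.05 for Rbm3, -1.63 for Jsrp1, -0.97 for Slit1, -0.75 for D630039A03Rik, -0.73 for Inf2, -0.47 for Cpm, -0.44 for Map3k1, -1.16 for Cenpf, -1.22 for Foxm1 and -0.76 for Cirbp. The median log2 ratio was 0.37 for fatty acid synthesis and 0.24 for glucocorticoid-induced genes, and no member of either list passed an adjusted p under 0.05 in the authors' deposited table (5 and 1 when adjusted over each list alone). Whether fat on the glands accounts for the fatty acid list was not tested.

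Rbm3 and Cirbp were lower while all 10 heat shock genes had higher means (median log2 ratio 0.47). Immediate early genes had a median of 0.64 and a median z at percentile 100 of random lists, so acute stress around death is a candidate explanation. The paper found no suppression of serum ACTH in Abcg1 cKO mice (Fig. 3E). It holds that the ACTH values of all its groups possibly reflect mild stress. Whether the sequenced animals were among those assayed is not given in the sources used here. The unfolded protein response list, with a median of 0.12, lay at percentile 95.4, just past the limit of 95, so stress of the endoplasmic reticulum also stays open. This list passed fgsea on z (adjusted p = 0.0112) and not fgsea on log2 ratios (adjusted p = 0.116). The clock list lay at percentile 93.1 for its absolute z, which leaves a different clock phase at dissection undecided. This list did not pass cameraPR (adjusted p = 0.687), also not with ranks (adjusted p = 0.996) or a preset correlation of 0.05 (adjusted p = 0.777). It passed fgsea on log2 ratios (adjusted p = 0.0437) and not fgsea on z (adjusted p = 0.237). No member of these 3 lists passed an adjusted p under 0.05 in the authors' deposited table, and the genotype itself stays open, since collection time and order are not given in the sources used here.

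All 18 cell cycle genes had lower means (median log2 ratio -0.80), and 4 passed an adjusted p under 0.05 in the authors' deposited table. Endothelial markers had a bootstrap interval with a lower bound of -0.20, above the cell cycle median, which argues against a loss of endothelial cells as the whole cause. Lymphocyte and macrophage markers together reached it with a lower bound of -0.83, but through lymphocytes alone: lymphocyte markers had a median of -0.85 and a lower bound of -0.92, and macrophage markers a lower bound of -0.10. The test of lymphocytes alone could not decide, since their median was already known to lie below the cell cycle median. Fewer lymphocytes stay a candidate explanation, with limits. Their markers have low counts, such as Cd3e at 4.47 against 9.37, Cd79a at 9.09 against 21.6 and Nkg7 at 17.3 against 31.7. Some cell cycle genes fell from higher counts, with Top2a at 202 against 395 and Cdk1 at 83.8 against 164. Similar log2 ratios therefore do not show that a loss of so few lymphocyte transcripts could account for the whole drop. Slower division of cortical cells was not tested.

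The sterol biosynthesis list shifted upward, and so did the adipocyte (median log2 ratio 1.05) and medulla (0.41) lists, with no member of the latter lists past an adjusted p under 0.05 in the authors' deposited table. Fat was tested on log2 ratios and on z. On log2 ratios, the measure of the other cell type tests, the interval of the adipocyte markers' median ended at 1.23, above the sterol median of 0.72. This test could not decide about fat, since the adipocyte median itself was already known to lie above the sterol median. On z, the measure tried first, the interval ended at 1.51, below the sterol median of 3.51, which argues against fat as the whole cause. Its limits are that the adipocyte median z of 1.20 was already known, and that z depends on spread as well as size. The test on log2 ratios was added after the outcome on z was seen. The size of the adipocyte median on log2 ratios leaves fat a candidate explanation. Among its markers, Car3 was at 15787 in Abcg1 cKO and 5138 in the combined group, a log2 ratio of 1.62. Car3 did not pass (adjusted p = 0.667 in the authors' deposited table), and its approximate interval, from -0.32 to 3.56, includes no change. The methods describe glands cleaned of adherent fat before RNA isolation. For medulla the intervals ended at 0.48 on log2 ratios and 1.20 on z, both below the sterol medians. This argues only weakly against medulla as the whole cause. The medulla medians of 0.41 on log2 ratios and 0.996 on z were already known to lie below the sterol medians. Th at 0.77 and Pnmt at 0.83 had log2 ratios above the sterol median. For fat and medulla alike the intervals run over genes, and the spread between animals was not measured. The loss of Abcg1, the paper's reading, and stress at collection, which was not tested for these genes, stay open too.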

How the results depend on the processing

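The alternatives with a preset correlation of 0.05, ranks, fgsea on z or on log2 ratios, the deposited fold change or its sign, a mean above 1 and the shortened cholesterol list were added after the data were seen. The 19 higher and 12 lower genes became 66 and 48 at an adjusted p of 0.05 with no fold cutoff, and 65 and 48 with a fold change of 1.2. With no filter, 11 were higher, since more genes enter the adjustment, and with the deposited fold change 18 were higher. The steroidogenesis list kept its median log2 ratio of 0.15 but was no longer past the threshold over genes with a mean of 50 or more, with a preset correlation of 0.05, or with ranks, and the cause was not tested. It stayed past the threshold under the other alternatives run, with an adjusted p from 0.0154 to 0.0368. The cholesterol homeostasis and sterol biosynthesis lists stayed past it under all alternatives run, with medians from 0.13 to 0.33 and from 0.71 to 0.72. Lists past the threshold numbered 12 to 15, and the number tested changed with the filter. The SREBP2 regulation list was lost with a preset correlation of 0.05, ranks, a mean of 50 or more and fgsea on log2 ratios. The log2 ratio of Abcg1 lay between -0.29 and -0.28 with the other pseudocounts. Its deposited fold change, which is shrunken, was -1.03e-05 on the log2 scale when taken as Abcg1 cKO over the combined group. No paired analysis was possible because the columns used are group means and carry no replicate number. Because the library columns were not assigned to samples, tests other than the authors', another normalization, left-out libraries, a fit of 3 groups, a control-only comparator, other splits of the libraries, an estimated correlation and fry were not run, so whether 1 library decides a result was not tested. By eye, the paper's heat map (Fig. 2D) shows a rise that is strongest in 1 of the 4 Abcg1 cKO libraries for many sterol genes, which bears on the sterol and cholesterol lists. Low genes limit the lymphocyte, liver and Y-linked values, among others. The lymphocyte and liver lists were not tested over genes with a mean of 50 or more.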

Differences from the paper's values

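The paper reports that Abcg1 transcripts fell by about 40% in whole adrenals by quantitative PCR (Fig. 1B), and the group means of the RNA sequencing give a reduction of 18.2%. The approximate 95% interval of the log2 ratio, from -0.71 to 0.13, reaches a reduction of 38.7% and includes no change, so these values do not set the sequencing clearly apart from the paper's value. The assays and the comparator differ, since the combined group holds control and Abca1 cKO libraries. With pseudocounts of 0.1 and 10, set before the data were examined, the reduction was 18.2% and 17.7%, and as point values both still differ from the paper's value.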

Other observations

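Several cortical and tissue markers differed in mean without passing the test. Shh, expressed by progenitor cells of the outer cortex, had a log2 ratio of -0.61 (adjusted p = 0.0712 in the authors' deposited table), and Dab2, a zona glomerulosa marker, one of -0.25 (adjusted p = 0.746). Akr1b7, a zona fasciculata marker, had a log2 ratio of 0.79 (adjusted p = 0.467 in the authors' deposited table). Zona fasciculata markers had a median log2 ratio of 0.35 and passed the list test (adjusted p = 0.004), with 5 of 7 members higher, none past an adjusted p under 0.05 in the authors' deposited table (2 higher when adjusted over the list alone), and a bootstrap interval from -0.07 to 0.77. Liver markers had a median log2 ratio of -2.36, with Apoa1 at 103 in the combined group and 6.34 in Abcg1 cKO. The liver list did not pass cameraPR (adjusted p = 0.721) or fgsea on z (adjusted p = 0.931), and passed fgsea on log2 ratios (adjusted p = 0.000753). The 4 Y-linked genes had low means in both groups, each higher in Abcg1 cKO than in the combined group: Ddx3y at 7.81 against 1.48, Uty at 3.31 against 0.27, Eif2s3y at 3.31 against 0.53 and Kdm5d at 1.65 against 0.27. None of these has an adjusted p in the authors' deposited table, and Ddx3y has no unadjusted p there either. The unadjusted p there was 0.191 for Uty, 0.176 for Eif2s3y and 0.407 for Kdm5d. Whether these counts come from the whole group or from few of its libraries was not tested.

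Nnt, on chromosome 13 of GRCm38 from 119335527 to 119409257, is disrupted in C57BL/6J mice and intact in several other strains. Its mean normalized count was 6064 in Abcg1 cKO adrenals and 3368 in the combined group, a log2 ratio of 0.85 with an approximate 95% interval from 0.33 to 1.36. It did not pass in the authors' deposited table (adjusted p = 0.0992, unadjusted p = 0.00129). The paper's mice were kept on a mixed genetic background, and which animals carry which allele is not given in the sources used here. Whether an allele difference between the groups bears on the other results was not tested.

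A hypothesis set before the data were examined held that strain variants linked to the floxed allele raise the number of changed genes near Abcg1. Within 20 Mb of Abcg1, 1 of 512 tested genes had an adjusted p under 0.05 in the authors' deposited table, against 108 of 14679 elsewhere. The odds ratio was 0.26, with a 95% interval from 0.0066 to 1.51 (two-sided Fisher's exact test, p = 0.276). The upper bound of 1.51 lies just above the limit of 1.5, which was set for this window after the leading genes had been seen. It was 2.06 within 10 Mb, 1.18 within 40 Mb and 1.02 over the whole chromosome (Fisher's exact test, p = 0.0451), so whether the limit is met depends on the window. With calls at an adjusted p of 0.01 and a fold change of 1.2, 0 of 512 genes within 20 Mb were called. The upper bound was then 3.63. The odds ratio was under 1 in each of these windows.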
